A study of Mustela putorius furo with 8 samples. Its data were reported in "CFTR represses a PDX1 axis to govern pancreatic ductal cell fate" (2024).

How the data were processed

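Pancreatic ductal epithelial cells line the ducts of the exocrine pancreas, and CFTR is the chloride and bicarbonate channel that is lost in cystic fibrosis. Such cells from wild-type (WT) ferrets and from ferrets with CFTR knocked out (CF) had been expanded and then polarized on permeable supports at an air-liquid interface. Single-cell RNA libraries were prepared with the 10x Genomics droplet method on 4 days of that culture, day 2, 5, 7 and 9. There were 8 libraries, 1 for each of the 2 genotypes on each day, and genotype and day were taken from the sample titles. Another part of the sample descriptions gives a longer time at the interface for the culture method in general, and it was not used. The study states that cells of several animals were pooled for sequencing, and no cell was assigned to an animal here. Genotypes are those of the labels.

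The authors had aligned the reads and counted unique molecular identifiers (UMIs) with Cell Ranger 5.0.1 on the ferret assembly ASM1176430v1.1, with an annotation that they had improved. The count matrices that the authors deposited held whole UMI counts of 27912 genes in 44243 barcodes. In Seurat the authors then kept cells with at least 200 genes and at most 20% mitochondrial reads and genes seen in at least 3 cells. They removed doublets with DoubletFinder, so no doublet caller was run again. They merged the 8 libraries without batch correction. Their cell table, deposited beside the matrices, gave for 32945 retained cells the library, the count of UMIs and genes, the percent of mitochondrial UMIs, a cluster number and 1 of 6 class names. The authors had clustered WT and CF cells separately, which gave 41 WT and 30 CF clusters, and had named each cluster within its genotype by correlation with published pancreas references. Their deposited normalized table held, for 18105 genes, the natural log of 1 plus the UMIs of a cell per 10000. A further deposited table held a score for each cell and lineage, the pseudotime that slingshot had given on 30 principal components of each genotype. The deposited cell cycle scores and phases were not used.

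The deposited tables were checked against the matrices. Of the 32945 cells, 32868 had a UMI count within 0.1% of the total in the matrix. The percent of mitochondrial UMIs, recomputed from 13 mitochondrial genes, differed from the deposited value by at most 0.0497 percentage points. The back-transformed normalized values of a cell summed to 10000. The stated filter of genes and mitochondrial share left 36982 barcodes, and the retained cells were a part of these. No column of values was left without a library.

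UMIs of the retained cells were summed for each library and scaled to the library's total over all genes, which gives CPM, the usual counts per 1e6 UMIs. Differences between genotypes were computed at each day as the log2 of CF CPM plus 1 over WT CPM plus 1. This scale understates the change of genes near 1 CPM. Intervals are 95% intervals throughout: exact Poisson for a UMI sum, exact Clopper-Pearson for a share of cells, and exact conditional binomial for the ratio of 2 UMI sums. For a difference between 2 shares, the outer limits of both Clopper-Pearson intervals were subtracted, which is wider than 95%. All of these cover counting error only and not variation between animals or cultures. A count of 0 was given the limit that 3 counts in that library would give. With 1 library of pooled animals for each genotype and day, no test between genotypes was run, and no p-value or count of changed genes was derived from cells. The direction at each of the 4 days was given in place of a replicate check. Shares of cells with a UMI were taken after each cell was thinned to 3000 UMIs, with shallower cells left out, and also without thinning.

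A cluster's leading genes were the 10 with the highest fold over the other clusters of its genotype, among genes of at least 10 CPM in the cluster. Markers of each class were fixed before the data were examined, most of them taken from the study, which had picked them on the same libraries. A cluster was kept under its class name unless its leading genes held more markers of another class than of its own, or its cells had a median UMI count under 1 part in 3 of their library's with no marker of its own class among the leading genes. The former applied to 6 clusters (CF clusters 8, 9, 19 and 28 and WT clusters 1 and 29) and the latter to 7 (CF clusters 13, 21, 23 and 27 and WT clusters 20, 35 and 38). These 13 of 71 clusters were treated as unnamed, and 58 were kept. Differences in class share and comparisons within a class were made on the kept clusters, and shares had all retained cells as denominator. That restriction and the limits for leading genes were set after the clusters had been seen. Shares for every cluster under its deposited name are given as well, and comparisons within a class were repeated with every cluster. Comparisons within a class at day 9 needed at least 50 cells in each library. WT clusters with under 10 CPM of SOX2 were also set apart as SOX2-low, the others as SOX2-high, and this limit too was chosen after the clusters had been seen. The WT cluster closest to each CF cluster was the one with the highest Pearson correlation of log2(CPM + 1) across genes, SOX2 left out.

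The genes named were fixed by a rule before the data were examined. It took CFTR and PDX1, a set of genes drawn from the study of single cells, several of which its text does not name, and a set of genes for the comparison within classes. It added the 5 highest and 5 lowest genes by mean log2 fold among those with at least 50 CPM in a library, at least 2-fold at each day and the same direction at all 4 days. Within each genotype it added the 5 genes that rose most and the 5 that fell most from day 2 to day 9, among genes with at least 50 CPM in a library and steps of a single direction. Members of gene lists were named only for the 2 largest folds each way. SOX2 came up under this rule; other genes named for the SOX2 groups and the run of neighbouring genes were chosen after their values had been seen. Some genes that the rule names, and 1 further list, are not reported here. Symbols were matched to an annotation table of the same assembly for 27467 of the 27912 genes, of which 11333 carry only a LOC symbol. That table gives start, end and type of a gene and names no chromosome.

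There were 19 gene lists, all written before the data were examined: WNT targets, BMP targets, TGF-beta targets, mesenchymal, collagens, epithelial junction, acinar enzymes, ductal, basal and squamous, airway secretory and ciliated, G2/M and S phase, acute phase and interferon, dissociation stress, mitochondrial encoded, fibroblast, immune and endothelial, hepatic and gut, Y linked and X inactivation. A list's value was the median log2 fold of its members with a mean of at least 1 CPM. It was placed among 10000 random lists of the same size matched on mean expression in 20 bins, as a description of these libraries. Correlations between libraries used the 7712 genes with a mean of at least 10 CPM.

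The alternatives fixed before the data were examined were all deposited barcodes, edgeR TMM factors, DESeq2 median-ratio size factors, totals without mitochondrial genes or without the 20 most abundant genes, the mean of the authors' normalized values, a pseudocount of 5 CPM, equal weight for each class of at least 20 cells in both libraries, and sums thinned to the smallest library total. For shares they were cells of at least 3000 UMIs, cells under 10% mitochondrial UMIs, proliferating classes left out, both centroacinar classes together, and cells renamed by their best correlation with the WT or the CF class profiles. Thinning to 1500 and 6000 UMIs, lists of genes of at least 10 CPM, means in place of medians, lists without members that had been marked as named by the study, Spearman correlation, genes of at least 50 CPM, the ductal class alone, the same class at day 7, and leaving out each day in turn completed them. Every cluster under its deposited name, unnamed cells left out of the denominator of shares, and WT cells of SOX2-low clusters alone were added after the data had been seen.

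The computations were tested on simulated data for CF day 9 over WT day 9. Of 200 changed genes, 96% had a log2 fold within 0.1 of the simulated value, and 95.2% of 11822 ratio intervals held the simulated ratio. Of 400 unchanged lists, 94.8% had a percentile between 2.5 and 97.5, and a list of 15 genes raised 2-fold had a percentile of 100. Genes were simulated independently and unchanged lists drawn at random, so this checks the computation and not the percentiles of co-expressed lists. In 4000 simulated cells the thinned share was 46.4% where 45.1% was due, and 95.2% of 2000 binomial intervals held the simulated share. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used, with R 4.3.3, edgeR 4.0.16 and DESeq2 1.42.0 for the scaling factors.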

Results

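The data were single-cell RNA counts from ferret pancreatic ductal epithelial (PDE) cultures of 2 genotypes, WT and CFTR knockout (CF), on day 2, 5, 7 and 9 of polarization at an air-liquid interface. There was 1 library for each genotype and day, and the study states that cells of several animals were pooled, so no value has a replicate error. CF and WT stand below for the libraries labelled so. The WT libraries held 6224, 5326, 4634 and 5416 retained cells at day 2, 5, 7 and 9, and the CF libraries held 4499, 2750, 1607 and 2489. These equal the numbers of cells that the study's methods state after doublet removal. They came from 6953, 6835, 6698 and 7404 deposited WT barcodes and 5465, 4214, 3151 and 3523 CF barcodes. The stated filter of genes and mitochondrial share left 6573, 6161, 5085 and 6065 of the WT barcodes and 4924, 3320, 2096 and 2758 of the CF barcodes.

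Depth differed between the genotypes. Retained cells of the WT libraries summed to 114585136, 101186594, 82961927 and 84781888 UMIs in day order, and those of the CF libraries to 102328589, 71472170, 34735952 and 50009712. The median retained cell held between 14949 and 16862 UMIs in WT and 17833, 22794, 23427 and 19941 UMIs in CF. Median genes per cell were between 3680 and 3992 in WT and between 4059 and 4958 in CF. Median mitochondrial UMIs were 9.17%, 6.63%, 10.7% and 10.3% in WT and 7.04%, 6.76%, 5.71% and 5.64% in CF. Over all deposited barcodes the median at CF day 7 fell to 6261 UMIs. The CF day 7 library was the most uneven: 411 of its 1607 cells held under 3000 UMIs, against between 39 and 224 cells in the other libraries.

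The targeted gene was examined first. CFTR (74378912 to 74547852 on its sequence in ASM1176430v1.1; the annotation table names no chromosome) is protein coding. Its start overlaps the positions of a non-coding gene, LOC101672280, from 74370283 to 74379007, which precedes it in the table. If both lie on 1 sequence, which the table does not say, some reads there may belong to either. In WT, CFTR had 753, 1712, 1315 and 2498 UMIs at day 2, 5, 7 and 9, or 6.57 (6.11 to 7.06), 16.9 (16.1 to 17.7), 15.9 (15 to 16.7) and 29.5 (28.3 to 30.6) CPM. In CF it had 256, 621, 386 and 570 UMIs, or 2.5 (2.21 to 2.83), 8.69 (8.02 to 9.40), 11.1 (10.0 to 12.3) and 11.4 (10.5 to 12.4) CPM. The ratio of CF to WT was 0.381 (0.329 to 0.439), 0.514 (0.468 to 0.563), 0.701 (0.624 to 0.786) and 0.387 (0.353 to 0.424). CFTR transcripts were thus counted in every library labelled CF. The study's methods describe homozygous knockout animals as making no CFTR mRNA. These UMIs raise a question about that description but do not settle it. The sources used here do not say which part of the gene is altered or where its 3' tags lie. Transcripts of an altered gene and a wrong genotype label were therefore not told apart by CFTR. An exchange of WT and CF libraries is argued against by PDX1, which had 345, 336, 175 and 222 UMIs in CF and at most 1 UMI in a WT library. The study reports PDX1 as higher in CF cultures and as different on average between the pooled donors. Every difference below is between libraries labelled CF and WT. On the log2(CPM + 1) scale, CF minus WT for CFTR was -1.11, -0.89, -0.48 and -1.30. At day 5 and 7 the alternative that moved this most took WT cells of SOX2-low clusters alone. It is described further on and was chosen after the data had been seen. It gave -0.85, 0.71, 0.22 and -1.12, a change of direction at day 5 and 7. At day 2 a pseudocount of 5 CPM moved the difference more, to -0.63, and at day 9 equal weight for each class did, to -0.83.

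After thinning to 3000 UMIs, 1.89%, 6.01%, 4.89% and 8.26% of WT cells and 0.695%, 2.59%, 3.76% and 3.36% of CF cells held a CFTR UMI. Thinning left out 80, 150, 73 and 136 WT cells and 39, 45, 411 and 224 CF cells. Without thinning the shares were 10.6%, 24.1%, 22.0% and 32.1% in WT and 5.47%, 17.5%, 17.7% and 18.0% in CF, the largest move of any alternative. CFTR was spread unevenly over the deposited classes. In the clusters kept under their class name, as described further on, it had 24.4 CPM in ductal, 25.9 CPM in centroacinar progenitor and 35.6 CPM in centroacinar cells of WT at day 9. In CF it had 22.1 CPM in kept centroacinar progenitors and 9.33 CPM in kept centroacinar cells at day 9. The kept ductal class of CF was then only 51 cells with 25 CFTR UMIs, or 21.0 (13.6 to 31.0) CPM, since most cells of that name were in a cluster whose leading genes went against it. That cluster, CF cluster 19, was left out on 1 marker, TFF3. Of the 51 kept cells, 18 were of CF cluster 29, which had a median of 15.4% mitochondrial UMIs and 3.46% of UMIs on ribosomal RNA genes. With every cluster under its deposited name, CF ductal cells had 14.8 CPM of CFTR.

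The study asked whether loss of CFTR raises PDX1, a transcription factor of the pancreatic progenitor and endocrine lineages. It states that the pooled donors had a large average difference in PDX1, both in proliferating cultures and after polarization. The libraries are therefore no independent test of the direction of that difference. PDX1 (3107340 to 3113853 on its sequence, protein coding) had 345, 336, 175 and 222 UMIs in CF at day 2, 5, 7 and 9, or 3.37 (3.03 to 3.75), 4.70 (4.21 to 5.23), 5.04 (4.32 to 5.84) and 4.44 (3.87 to 5.06) CPM. In WT it had 0 UMIs at day 2, 5 and 9 and 1 UMI at day 7. Against the limit that 3 counts in the WT library would give, PDX1 was at least 129-fold higher in CF at day 2, at least 159-fold at day 5 and at least 125-fold at day 9. At day 7 the ratio was 418 (74.0 to 16602). On the log2(CPM + 1) scale these differences read 2.13, 2.51, 2.58 and 2.44, and with a pseudocount of 5 CPM, which moved them most, 0.74, 0.96, 1.00 and 0.92. That scale therefore says little of the size of the change.

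At 3000 UMIs, 0.807%, 1.26%, 1.25% and 1.24% of CF cells held a PDX1 UMI, and without thinning 6.87%, 10.5%, 9.40% and 7.23%. No WT cell did after thinning. Without thinning 0 of 6224, 5326 and 5416 WT cells did at day 2, 5 and 9, which allows shares of cells with a UMI of up to 0.0482%, 0.0563% and 0.0554%, and 1 of 4634 cells did at day 7. PDX1 was counted in all 30 CF clusters, at between 0.997 and 14.5 CPM. The lowest value was in cluster 28, with 160 cells, and the highest in cluster 21, 226 cells with a median of 1043 UMIs. Both rest on few PDX1 UMIs. In kept clusters, CF cells of day 2 had 3.41 (2.85 to 4.04) CPM in ductal, 5.72 (3.70 to 8.45) CPM in proliferating acinar, 4.72 (3.68 to 5.96) CPM in centroacinar progenitor and 2.99 (2.17 to 4.03) CPM in centroacinar cells. At day 9 the kept CF ductal cells, only 51 with 13 PDX1 UMIs, had 10.9 (5.82 to 18.7) CPM, the CF progenitors had 6.47 (4.26 to 9.42) CPM and the centroacinar cells 4.1 (3.49 to 4.80) CPM. Their medians were 22550, 21626 and 21191 UMIs per cell. With every cluster under its deposited name, the day 9 values were 5.21, 7.04 and 4.04 CPM in the same order. No deposited class of CF cells could be taken to lack PDX1, so the share that free RNA adds within the CF libraries was not measured directly. The index of dispersion of PDX1 UMIs over CF clusters within libraries was 7.55 against a like number of UMIs in each cell of a library and 4.58 against a like share of each cell's UMIs, where either would give about 1.

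**Figure D1:**
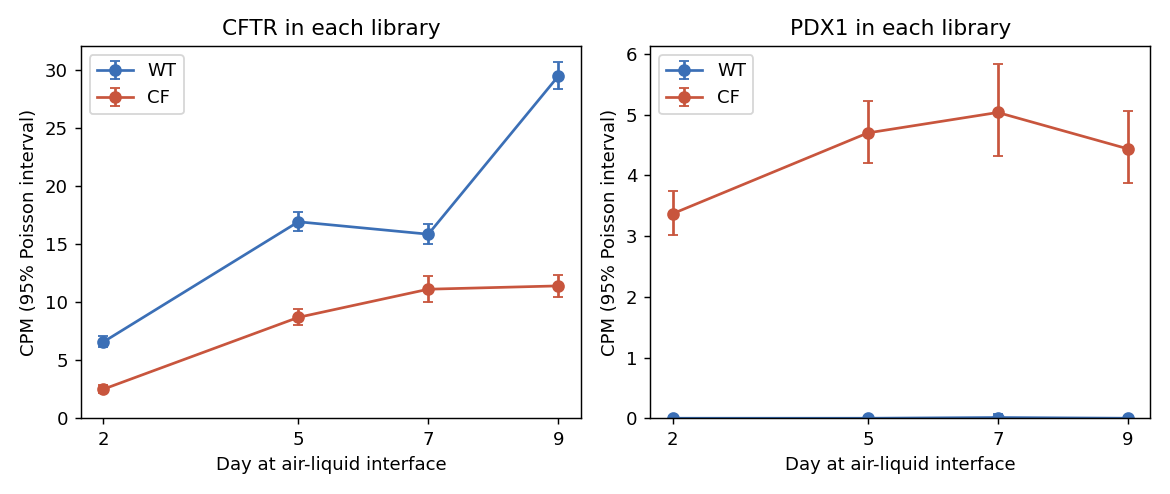
CFTR and PDX1 in each library, as CPM against day of culture for WT and CF, with 95% Poisson intervals that cover counting error only. CFTR rose from 6.57 to 29.5 CPM in WT and from 2.5 to 11.4 CPM in CF, and PDX1 stayed between 3.37 and 5.04 CPM in CF with 1 UMI in all of WT.

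Whole libraries of the genotypes were compared next. Across 7712 genes, WT and CF libraries of the same day had Pearson correlations of log2(CPM + 1) of 0.917, 0.925, 0.914 and 0.916 (mean 0.918, SD 0.00501 over the 4 days). Libraries of the same genotype on neighbouring days had a mean of 0.974 (0.942 to 0.993, 6 pairs). Genes are not independent replicates, and the 4 days are not replicates of each other. The ductal class alone moved the same-day mean furthest, to 0.877. The genotype differences of different days correlated across genes with a mean of 0.735 (0.600 to 0.840), which was 0.535 by Spearman rank. Relative to CPM, TMM factors shifted the median of all genes by -0.20 at day 7 and -0.12 at day 9, and DESeq2 factors by -0.16 and -0.10. Log2 differences of that size at those days depend on the scaling.

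**Figure D2:**
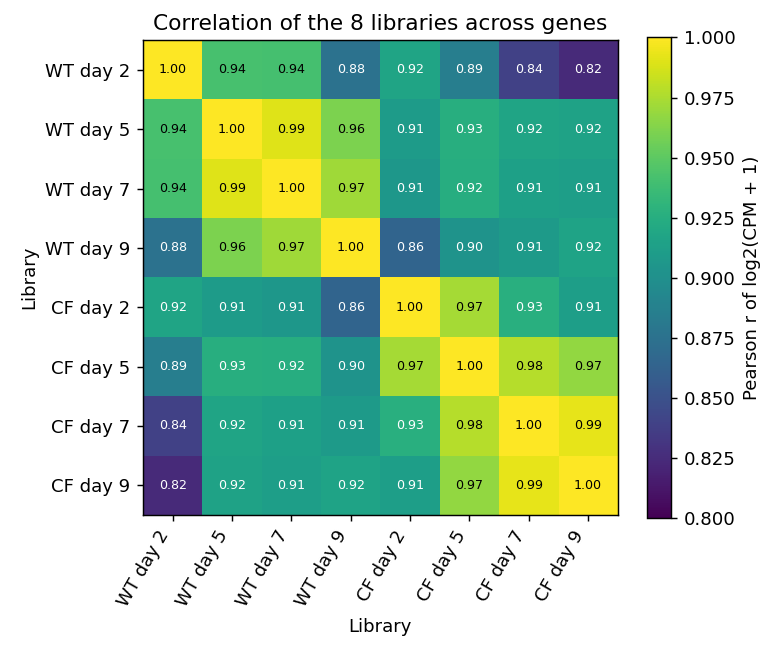
Heat map of Pearson correlations of log2(CPM + 1) across 7712 genes between the 8 libraries. Neighbouring days of 1 genotype correlate at 0.942 or above, and WT and CF libraries of the same day at between 0.914 and 0.925.

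Genes were also ranked without regard to the study's questions, among those at least 2-fold apart in the same direction at all 4 days. The lowest in CF by mean log2 difference were LOC106003392 (-6.92), LOC106005313 (-6.66), SOX2 (-6.36), LOC101685649 (-6.12) and TCIM (-5.60). SOX2 (82965053 to 82967640) had 13124, 6934, 5793 and 7528 UMIs in WT, or 115, 68.5, 69.8 and 88.8 CPM, and 1, 1, 3 and 1 UMIs in CF. The highest in CF were LOC123386996 (8.27), LOC101672794 (6.89), LOC123394022 (6.20), LOC123394028 (6.13) and ECRG4 (5.87). LOC123386996, LOC123394022 and LOC123394028 belong to a run of 13 genes of the matrices that follow each other in the annotation table, with rising positions from 37784 to 1254402. The table does not say whether they lie on 1 sequence. Of these genes, 8 had at least 30 UMIs and were called detected. Each of the other 5 detected genes of the run was at least 39.1-fold higher in CF, over the 4 days together. LOC123394014, with 1 UMI in each genotype, and LOC123394016, with 2 UMIs in CF, had too few to give a direction.

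The WT clusters differed among themselves in SOX2. Of 41 WT clusters, 12 had at most 4.87 CPM of SOX2 and 29 had at least 50.6 CPM, and no CF cluster exceeded 1.08 CPM. The limit of 10 CPM that parts these SOX2-low and SOX2-high clusters was set after the values had been seen, and the sets are not groups of the study. SOX2-low clusters held 14.3% (13.5 to 15.2), 33.8% (32.5 to 35.1), 27.5% (26.3 to 28.8) and 27.9% (26.7 to 29.1) of WT cells at day 2, 5, 7 and 9. The deposited class was ductal for 95.2%, 87.2%, 88.9% and 86.5% of SOX2-low cells, and for 67.6%, 46.8%, 36.2% and 21.7% of SOX2-high cells. CF libraries correlated with the SOX2-low cells of the same day at 0.957, 0.933, 0.919 and 0.951 and with the SOX2-high cells at 0.895, 0.865, 0.886 and 0.879. Against SOX2-low WT cells the mean differences of LOC123386996, LOC101672794, LOC123394022 and LOC123394028 were 8.33, 6.97, 6.29 and 6.22, no smaller than against all WT cells. That of ECRG4 was 4.16, and those of LOC106003392, LOC106005313, SOX2, LOC101685649 and TCIM were -2.62, -1.77, -1.57, -1.71 and -1.19.

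The study followed PAX6 as an endocrine progenitor gene. Its log2 differences, CF minus WT, were 2.03, 0.01, 0.38 and 0.72 at day 2, 5, 7 and 9, and the counting interval at day 5 included no difference. Against SOX2-low WT cells they were -0.48, -1.08, -1.0 and -0.76. PAX6 had a median of 110 CPM over the SOX2-low clusters, 3.26 CPM over the SOX2-high clusters and 65.7 CPM over the CF clusters. Of the other progenitor genes of the fixed set, NKX6-1 had 1 UMI in all libraries, and no fold was taken. SOX9 gave 0.62, -0.17, -0.27 and 0.11, where TMM scaling turned the last to -0.01. HES1 gave -1.0, 0.23, -0.19 and -1.01.

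**Figure D3:**
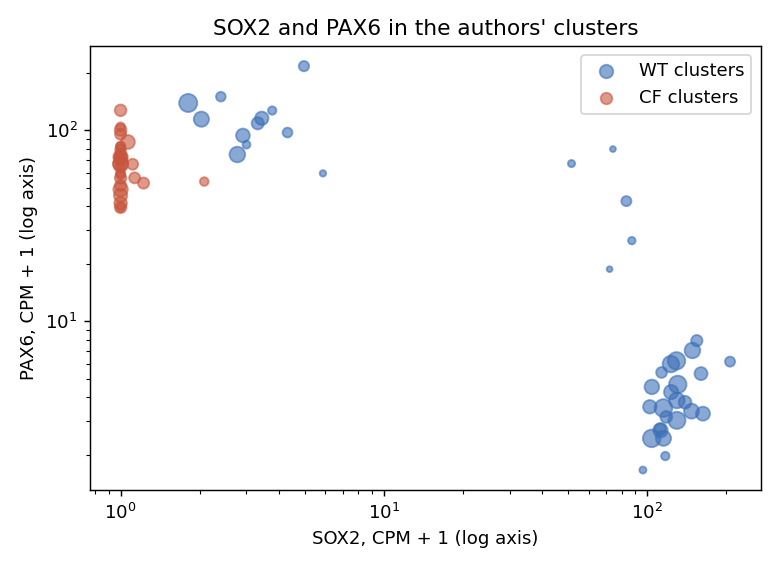
SOX2 against PAX6 in each of 41 WT and 30 CF clusters, as CPM + 1 on log axes, with point area set by the number of cells. The 12 SOX2-low WT clusters, with a median of 110 CPM of PAX6, lie apart from the 29 SOX2-high clusters, with a median of 3.26 CPM.

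Other genes fixed beforehand from the study, several of which its text does not name, were compared at each day in the same way. GATA3 (1.76, 1.45, 1.57 and 1.84), LAMB1 (2.66, 1.02, 1.82 and 1.5), GAS6 (0.82, 0.62, 1.72 and 1.58), DKK1 (0.95, 1.59, 1.80 and 2.83), ATOX1 (1.56, 1.07, 1.00 and 0.67), CRABP2 (3.20, 0.59, 1.26 and 0.83) and ISG20 (3.12, 1.95, 1.62 and 0.43) were higher in CF at all 4 days under each scaling. CRABP2 and ISG20 were lower at day 9 against SOX2-low WT cells. ICAM1 (-4.19, -4.97, -4.89 and -5.39), TGFBI (-3.77, -3.90, -2.42 and -2.44), BTG2 (-0.19, -0.51, -1.09 and -1.64) and PALLD (-0.66, -2.53, -0.18 and -0.34) were lower in CF at all 4 days under each scaling. TGFBI was instead higher against SOX2-low WT cells, by 0.25, 0.54, 1.79 and 1.48, and PALLD was higher at day 7 and 9. CRABP1 had between 0 and 31 UMIs in a library and is not compared.

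The remaining named genes changed direction between days. FN1 differed by 1.93, -5.24, 2.11 and 1.47, and against SOX2-low WT cells by 1.99, -0.74, 6.27 and 4.63. SPP1 differed by 0.22, -1.74, 3.68 and 3.51, TAGLN by 1.07, -3.08, 2.21 and 1.14, and ANKRD1 by 0.12, -3.03, 3.38 and 0.91. SPP1, TAGLN and ANKRD1 were at least 1.44 higher on the log2 scale at day 5 against SOX2-low WT cells. ANKRD1 had 16 and 7 UMIs at day 2, too few to give a direction there. ITGB1 differed by 0.40, -0.59, 1.16 and 0.53, IGFBP7 by 0.78, -0.10, 0.67 and 1.03, TMSB10 by -0.15, -1.16, 0.45 and 0.43, and PDIA3 by 0.12, -0.02, 0.96 and 0.76, where TMM scaling turned day 5 to 0.01. AGR2 differed by 1.01, -0.65, 0.41 and 0.19 and FABP5 by 1.44, 0.24, -0.18 and 0.38. MUC1 differed by 1.00, 0.09, -0.53 and -1.55 and MUC16 by 0.43, -0.25, -0.35 and -1.20. CAV1 differed by -0.11, -0.47, -0.33 and 0.50 and CAPG by -0.54, -0.33, -0.23 and 0.39.

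Within each genotype, genes were ranked by their log2 change from day 2 to day 9. Only genes with at least 50 CPM in a library and steps of a single direction in that genotype were ranked. In WT the largest rises were in TFF2 (8.01), TFF3 (7.96), TFF1 (7.08), LTF (6.85) and MUC5AC (6.66). The same genes changed by 6.20, 4.81, 6.57, 4.95 and 0.53 in CF. The largest WT falls were in UBE2C (-4.76), RRM2 (-4.57), SPC24 (-3.78), LOC101672959 (-3.53) and DCK (-3.01). In CF the largest rises were in SPP1 (8.93), TAGLN (7.95), WFDC2 (7.53), SPINK1 (7.12) and CALD1 (6.75), and the same genes rose by 5.65, 7.88, 6.52, 1.89 and 6.61 in WT. The largest CF falls were in CENPF (-4.00), KRT4 (-3.58), UBE2C (-3.52), RRM2 (-3.08) and KRT15 (-2.83). In WT, CENPF changed by -5.58 without meeting the limits of the ranking, and KRT4 changed by -0.58.

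Gene lists were compared to ask about the signalling and transition programs that the study discusses. WNT targets (10 genes used) had median log2 differences of 0.06, 0.29, 0.39 and 0.45 at day 2, 5, 7 and 9, at percentiles 74.9, 99.5, 96.1 and 99.3 of matched random lists. The median at day 2 was -0.31 among genes of at least 10 CPM, and without the genes marked as named by the study it was -0.01 at day 2, -0.08 at day 5 and -0.03 at day 9. BMP targets (9 genes) had 0.62, 0.23, 0.24 and 0.45 at percentiles 99.9, 98.0, 83.3 and 99.1. TGF-beta targets (15 genes) had 0.21, -0.40, 0.47 and 0.60 at percentiles 94, 0.040, 99.8 and 100. Mesenchymal genes (10 genes) had 0.29, -0.79, 1.58 and 1.08, collagens (9 genes) 0.29, -0.70, 1.65 and 1.81, and fibroblast genes (5 genes) 1.15, -0.52, 2.24 and 2.03. Against SOX2-low WT cells, the day 5 medians of TGF-beta targets, mesenchymal genes and collagens were 0.49, 0.03 and 0.23. Epithelial junction genes (17 genes) had 0.32, 0.10, 0.25 and -0.05, the last at percentile 5.25.

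Among the lists of cell kinds, ductal genes (12 genes) had 0.32, -0.17, -0.18 and -0.20 at percentiles 98.8, 9.22, 3.99 and 0.74, with a mean of -0.16 at day 2. Basal and squamous genes (11 genes) had -0.26, -0.31, 0.12 and 0.36, with means of -0.23 at day 7 and -0.27 at day 9. TMM and DESeq2 scaling turned their day 7 median to -0.08 and -0.04, the only list whose sign either scaling changed. Airway secretory and ciliated genes (9 genes) had 0.00, -0.91, -1.98 and -1.90, at percentiles of at most 0.02 after day 2, but 1.18 at day 5 and 0.23 at day 7 among genes of at least 10 CPM. Only 2 acinar enzymes passed the limit of 1 CPM. The enzymes summed to 22.3, 64.7, 55.9 and 115 CPM in WT and 19.4, 59.9, 119 and 343 CPM in CF. Hepatic and gut genes summed to at most 0.633 CPM in a library. Immune and endothelial genes (3 genes) had 0.35, 0.06, -1.36 and -0.84. Of the Y linked list 0 of 9 genes, and of the X inactivation list 0 of 1, had a row in the matrices, so neither list gave a value.

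Of the lists of cell state, G2/M and S phase genes (22 genes) had -1.16, -1.53, -1.40 and 0.09. Equal weights for the classes gave 0.04 at day 2. Acute phase and interferon genes (11 genes) had -0.26, -0.41, -0.94 and -1.02 and dissociation stress genes (17 genes) -0.18, -0.19, -0.29 and -0.79. Mitochondrial genes (13 genes) had -0.29, 0.29, -0.20 and -0.77. The alternative that moved any list furthest was the SOX2-low comparison, under which airway genes at day 7 went from -1.98 to 0.42.

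The study asked whether CF cultures turn toward centroacinar cells, the cells at the junction of duct and acinus. Under the deposited names, centroacinar cells made up 0.466%, 14.2%, 16.9% and 43.6% of WT cells at day 2, 5, 7 and 9 and 25.1%, 59.7%, 68.2% and 78.6% of CF cells. Ductal cells made up 71.5%, 60.5%, 50.7% and 39.7% of WT and 57.6%, 19.3%, 10.95% and 11.4% of CF, and centroacinar progenitors 11.5%, 21.6%, 30.9% and 16.6% of WT and 13.8%, 19.6%, 20.6% and 9.88% of CF. Acinar cells were 5.45% of WT at day 2 and 0 of the CF cells on any day. Proliferating acinar cells were 10.4% of WT and 3.42% of CF at day 2, and proliferating ductal cells 3.74% of WT at day 5 and 0 of the CF cells.

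Clusters whose leading genes or depth went against their name held 1.41%, 16.3%, 14.0% and 8.33% of WT cells and 21.7%, 4.29%, 36.8% and 24.6% of CF cells, and were counted in no class. Differences were taken with these cells kept in the denominator. Centroacinar cells were then higher in CF by 20.9 (19.5 to 22.3), 43.5 (40.7 to 46.3), 31.7 (28.2 to 35.2) and 25.5 (22.3 to 28.7) percentage points. Ductal cells differed by -30.3 (-32.9 to -27.7), -37.0 (-39.8 to -34.2), -42.7 (-45.2 to -40.0) and -34.9 (-36.7 to -33.0) points. Centroacinar progenitors differed by 2.22 (0.417 to 4.04), 7.81 (5.49 to 10.2), -10.5 (-13.2 to -7.57) and -6.97 (-8.91 to -4.96) points. With every cluster under its deposited name, ductal cells differed by -13.9, -41.2, -39.8 and -28.3 points. The gap at day 2 comes from leaving out 799 CF cells named ductal, against 83 in WT. Of their clusters, CF cluster 8 was left out on 1 marker, MUC4, and CF cluster 9 on proliferation genes. Renaming every cell by its closest WT class profile moved the differences of ductal cells most. It gave 1.59, 7.04, 10.4 and -10.7 points for centroacinar cells and 57.3, 14.8, 20.6 and 26.3 points for ductal cells, the opposite direction for ductal cells at every day. At day 2 the WT profiles named 56.5% of WT cells acinar and 17.0% ductal, against 5.45% and 71.5% under the deposited names. The profiles returned the deposited class for 66.5% of WT and 39.1% of CF cells with WT profiles, and for 39.0% and 72.8% with CF profiles. With the unnamed cells left out of the denominator too, a choice made after the data had been seen, centroacinar cells were 26.8, 43.4, 55.9 and 43.4 points higher in CF. By whole profiles, 27 of 30 CF clusters were closest to a SOX2-low WT cluster, and 13 of 14 CF clusters named centroacinar were closest to a WT cluster named ductal.

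**Figure D4:**
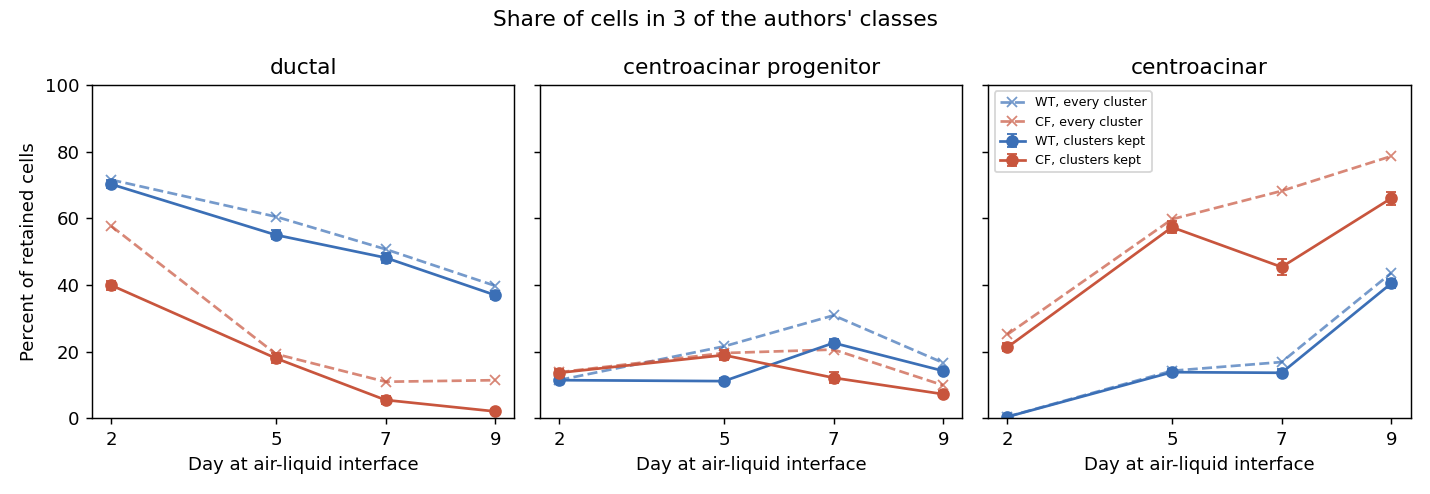
Percent of retained cells that were ductal, centroacinar progenitor or centroacinar, by day and genotype. Solid circles with binomial intervals are the clusters kept under their name and crosses on dashed lines every cluster; centroacinar cells on the solid lines rise from 21.3% to 66.0% in CF and from 0.434% to 40.5% in WT.

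Expression within the centroacinar classes was compared at day 9. Kept centroacinar cells were 1643 in CF (clusters 3, 7, 11, 14, 16, 5, 0 and 15) and 2192 in WT (clusters 3, 7, 16, 30, 12 and 36), of which 6.66% were SOX2-low. The genotypes had been clustered apart, so the class holds different clusters in each. Clusters were checked only against markers of the 6 classes. Leading genes of CF cluster 11, with 266 of these cells, included ACTA2, FN1, COL1A1 and COL1A2, of the mesenchymal and collagen lists. SPARC was among those of CF cluster 3 (521 cells) and WT cluster 36 (49 cells). In these cells PAX6 differed by 1.66, ID1 by 1.20, ID2 by 0.87, ID3 by 1.74, CCND1 by 1.61, CCND2 by 0.46, CTNNB1 by 0.75, PIK3R1 by 1.52, CREB3L2 by 0.92, NR5A2 by 2.10 and WSB1 by 0.92. LEF1 differed by 1.76 on 151 against 16 UMIs and THBS1 by 0.99 on 77 against 18. HES1 (-0.66), MUC1 (-2.76), KRT8 (-0.82), EIF4E (-0.31), TCF7L2 (-0.29) and ALDH1A1 (-2.11) were lower in CF. TSC2 differed by -0.10, within counting error, and by 0.45 at day 7, beyond it. PDPK1 differed by 0.16, and by -0.03 with TMM scaling. At day 7 ID3 differed by only 0.24, ID1 by -0.03, HES1 by 0.29 and EIF4E by 0.01.

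Kept centroacinar progenitors at day 9 were 180 cells in CF (clusters 18, 17, 4 and 25) and 769 in WT (clusters 21, 10, 18, 32, 40 and 24), none of them SOX2-low. In these PAX6 differed by 3.73, NR5A2 by 5.18, ID1 by 1.29, ID2 by 0.67, ID3 by 1.72, CCND1 by 1.08, CCND2 by 0.78, PIK3R1 by 1.13, WSB1 by 1.67 and PDPK1 by 0.54. HES1 (-1.22), MUC1 (-0.62), KRT8 (-0.58), ALDH1A1 (-1.38) and CTNNB1 (-0.15) were lower, and CTNNB1 was 0.08 at day 7. The differences of ID1, ID2, ID3 and HES1 were also smaller at day 7, at 0.17, 0.10, 0.68 and -0.33, and that of ID2 was then within counting error. So were those of MUC1 (-0.14), KRT8 (-0.16), PIK3R1 (0.66), WSB1 (1.46), ALDH1A1 (-1.28) and PDPK1 (0.22, within counting error). Those of PAX6 (4.03), NR5A2 (5.29), CCND1 (1.75) and CCND2 (1.62) were larger at day 7. CREB3L2 (0.21), TSC2 (-0.20), EIF4E (-0.17) and TCF7L2 (-0.17) differed within counting error. A pseudocount of 5 CPM moved NR5A2 most, to 3.60. SOX2-high minus SOX2-low WT cells gave mean log2 differences of -4.58 for NR5A2 and -4.29 for PAX6. WT cells of both centroacinar classes were mostly or all SOX2-high at day 9, so the differences of NR5A2 and PAX6 may reflect that split. No comparison with SOX2-low cells was made within a class. LEF1 had 0 UMIs and THBS1 1 UMI in each genotype, and no fold was taken.

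The deposited pseudotime was described by day within each lineage. The study started its trajectories of each genotype from the cluster with the most day 2 cells, so an early place of day 2 is partly built in. There were 15 WT and 13 CF lineages, of which 10 and 9 held at least 20 cells at each day. The study describes fewer principal lineages for each genotype, and the sources used here do not say which of the deposited ones these are, so the counts below cover others too. The median pseudotime rose from each day to the next in 0 of the 10 WT lineages and 8 of the 9 CF lineages, and with means, the alternative that moved this most, in 0 and 9. Every retained cell was on a lineage, and no lineage held cells of both genotypes, so pseudotime was not compared between them.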

Values the study reported

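The study reported that cells of 3 WT and 3 CF donors were pooled for single-cell sequencing. It described these donors as differing in PDX1 on average, in proliferating cultures and after polarization. It stated that about 6000 cells per sample were sequenced, and that cells with under 20% mitochondrial RNA were kept. After doublet removal it gave 6224, 5326, 4634 and 5416 WT cells and 4499, 2750, 1607 and 2489 CF cells at day 2, 5, 7 and 9. It described centroacinar cells as rising from about 25% at day 2 to about 80% at day 9 in CF, and to about 40% by day 9 in WT.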

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

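The tests against SOX2-low WT cells and the test of the mitochondrial filter were chosen only after the result was seen, and so were the limits for calling a change of direction between days. The tests of depth and of equal class weights were set before their own outcome was seen, but for results already picked out by their values. CF stands for libraries labelled CF, a label that their CFTR UMIs leave unsettled. Values below singled themselves out because the CF minus WT difference had opposite signs on different days: genes at least 2-fold apart each way, lists beyond the outer 2.5% of matched random lists each way, and class shares whose interval excluded 0 each way. With 1 library for each day, the difference between days was not tested in any case, and a difference between culture runs of different days stays open throughout.

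FN1 was at -5.24 at day 5 and 2.11 at day 7 on the log2 scale. The difference in depth between libraries is argued against, since cells of at least 10000 UMIs gave -5.12 at day 5. Against SOX2-low WT cells the day 7 value was 6.27, so SOX2-high cells in WT alone do not account for a higher FN1 in CF at day 7. At day 5 that comparison gave -0.74, still below 0 but much smaller. For day 5, a part played by SOX2-high cells and a lower level in CF cells cannot be told apart, because at day 5 the SOX2-high WT cells had 477 CPM of FN1 and the SOX2-low cells only 10.7 CPM. A biological change in CF cells between day 5 and day 7 is untested.

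SPP1 was at -1.74 at day 5 and 3.68 at day 7, TAGLN at -3.08 and 2.21, and ANKRD1 at -3.03 and 3.38. The lowest of their day 5 values against SOX2-low WT cells was 1.44, so all 3 were higher in CF there. The lower day 5 values of these genes may come from SOX2-high cells, which the WT cultures held and the CF cultures lacked. Their difference at day 7 was above 0 under both comparisons and has no technical explanation tested here.

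The mesenchymal list was at 1.58 at day 7 and -0.79 at day 5, collagens at 1.81 at day 9 and -0.70 at day 5, and TGF-beta targets at 0.60 at day 9 and -0.40 at day 5. These lists share the pattern of FN1 and overlap in members and in the cells that express them. With equal weight for each deposited class the mesenchymal list was at -0.56 at day 5. That cannot decide whether class makeup plays a part. The interval of its unweighted day 5 median, -2.44 to 0.0930, includes 0, and a class name may cover different cells in each genotype. With equal weights the TGF-beta targets had 0.0198 at day 9, so for their higher day 9 value the class makeup stays open too. Against SOX2-low WT cells the day 5 medians were 0.03, 0.23 and 0.49, so a candidate explanation for the low day 5 values is the SOX2-high part of the WT library.

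The ductal list was at 0.32 at day 2 and -0.20 at day 9, and the basal and squamous list at 0.36 at day 9 and -0.31 at day 5. Their members went both ways. The mean of the ductal list at day 2 was -0.16 and that of the basal and squamous list at day 9 was -0.27, each opposite to its median. In the comparison with SOX2-low WT cells the ductal medians were -0.37 at day 2 and -0.25 at day 9, with no change of direction, and the basal and squamous median at day 9 was 0.00. These changes of direction may therefore rest on which member lies in the middle of the list or on the SOX2-high part of the WT libraries, and no biological explanation was tested.

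The mitochondrial encoded list was at 0.29 at day 5 and -0.77 at day 9. The filter at 20% mitochondrial UMIs does not account for the lower share in CF at day 9: over all deposited barcodes, the median share was still -3.70 percentage points apart. The dissociation stress list was lower in CF at day 9 as well (-0.79), but also at day 5 (-0.19), where the mitochondrial list was higher. The handling of single cultures was not recorded in the labels or tested, and it stays open beside a difference of genotype.

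The share of centroacinar progenitors was 7.81 percentage points higher in CF at day 5 and -10.5 points apart at day 7. The day 5 value was -1.99 with every cluster under its deposited name, and the day 7 value was 2.80 among cells under 10% mitochondrial UMIs. A change of direction between these days could thus be a product of which clusters and cells are counted.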

How the results depend on the processing

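The comparison with WT cells of SOX2-low clusters alone, the shares and within-class values with every cluster under its deposited name, and the shares with unnamed cells left out of the denominator, were chosen after seeing the data. The other alternatives were fixed earlier. No paired analysis was possible because each group has 1 library, as far as pairing by replicate number goes. A fit with the day as a block can be made from these 8 libraries, and it was left out since the 4 days are not replicates. Values without a test are said to have moved when they left their own counting interval, which is narrow for abundant genes, so most moves are small. For the changes of direction and moves listed below the cause was not tested, unless stated.

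CFTR was lower and PDX1 higher in CF under every scaling, pseudocount and weighting, with the size set by the choice. A pseudocount of 5 CPM gave -0.63, -0.68 and -1.07 for CFTR at day 2, 5 and 9, and 0.74, 0.96, 1.0 and 0.92 for PDX1 at the 4 days. That follows from its construction, since it shrinks the differences of genes near 5 CPM. Equal weight for each class gave -1.33, -1.04, -0.32 and -0.83 for CFTR and 2.33, 2.61, 2.67 and 2.69 for PDX1. The mean of the authors' normalized values gave -1.17, -0.25 and -1.15 for CFTR at day 5, 7 and 9, and 2.78 and 2.64 for PDX1 at day 7 and 9. TMM scaling gave -0.67 for CFTR at day 7 and 2.24, 2.43 and 2.34 for PDX1 at day 2, 7 and 9, and DESeq2 factors 2.24 and 2.45 for PDX1 at day 2 and 7. PDX1 was 2.22, 2.62, 2.68 and 2.53 without mitochondrial genes in the total, and 2.35, 2.76, 2.80 and 2.69 without the 20 most abundant genes, because a smaller total raises CPM near the pseudocount. Thinning to the smallest total gave 2.17, 2.53 and 2.35 at day 2, 5 and 9, and all deposited barcodes gave 2.45 at day 9. Leaving out each day in turn kept the mean of CFTR between -1.10 and -0.83, that of PDX1 between 2.36 and 2.51, and the same-day correlation between 0.916 and 0.919.

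Against SOX2-low WT cells, CFTR was -0.85, 0.71, 0.22 and -1.12 at day 2, 5, 7 and 9, with a change of direction at day 5 and 7. PAX6 turned to -0.48, -1.0 and -0.76 at day 2, 7 and 9. SOX9 turned to -0.18, 1.17 and 0.27 at day 2, 5 and 7, HES1 to -0.50 at day 5, SPP1 to -1.29 and 1.45 at day 2 and 5, IGFBP7 to -0.86 at day 2, and TMSB10 to 0.27 at day 5. At day 9 CRABP2 turned to -0.23, ISG20 to -0.57 and CAPG to -0.0928. AGR2 turned to 0.34 and -0.28 at day 5 and 9, FABP5 to -0.52 and -0.54 at day 5 and 9, MUC1 to 0.68 at day 7, and MUC16 to 2.16 and 0.97 at day 5 and 7. TGFBI turned to 0.25, 0.54, 1.79 and 1.48 at the 4 days. At day 5 TAGLN turned to 2.67 and ANKRD1 to 1.44, and PALLD turned to 1.14 and 0.18 at day 7 and 9. Among lists, BMP targets moved to 0.0852 and 0.17 at day 2 and 9 and TGF-beta targets to 1.36 at day 7. Collagens at day 5 turned to 0.23. The medians of further lists changed sign within wide intervals: TGF-beta targets (0.49), mesenchymal genes (0.03), fibroblast genes (0.09) and airway genes (1.12) at day 5, airway genes (0.42) at day 7, ductal genes (-0.37) and basal and squamous genes (0.27) at day 2, and G2/M and S phase genes (-0.10) at day 9. In all, this comparison left 65 values within their interval, moved 131 and turned 32.

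Equal weight for each class changed the direction of single genes in 13 cases. SOX9 turned to 0.12 at day 7, SPP1 to -0.27 at day 2, ITGB1 to -0.0171 at day 9, IGFBP7 to 0.35 at day 5, TMSB10 to -0.14 at day 9, AGR2 to -0.69 at day 9 and FABP5 to 0.16 at day 7. MUC1 turned to -0.34 at day 5, MUC16 to -0.55 at day 2, CAV1 to 0.22 at day 2 and -0.21 at day 9, CAPG to 0.15 at day 5 and ANKRD1 to -0.0127 at day 9. The G2/M and S phase list turned to 0.0445 at day 2, and TGF-beta targets moved to 0.0198 at day 9. The authors' normalized means turned AGR2 to -0.15 at day 9 and MUC1 to -0.14 at day 5. All deposited barcodes turned MUC1 to -0.00770 at day 5, and TMM scaling turned PDPK1 in centroacinar cells to -0.0264.

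Spearman correlation took the correlation of genotype differences between days to 0.535. Genes of at least 50 CPM took the same-day correlation of libraries to 0.894, and the ductal class alone to 0.877.

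The class shares depended most on how cells were named. By the closest WT profile, CF minus WT was 1.59, 7.04, 10.4 and -10.7 percentage points for centroacinar cells and 57.3, 14.8, 20.6 and 26.3 points for ductal cells, with progenitors at -1.58 and -9.83 at day 2 and 5. By the closest CF profile, centroacinar cells were 4.96, 3.67 and 28.0 points apart at day 2, 5 and 7, progenitors -4.80 at day 5, and ductal cells 23.3, 10.7 and 0.524 at day 2, 5 and 9. Every cluster under its deposited name gave 24.7, 51.3 and 35.0 for centroacinar cells at day 2, 7 and 9 and -1.99 for progenitors at day 5. Unnamed cells left out of the denominator gave 26.8, 55.9 and 43.4 for centroacinar cells at day 2, 7 and 9. Both centroacinar classes together gave 23.1, 51.3, 21.3 and 18.6. Cells under 10% mitochondrial UMIs gave 23.4, 46.9, 41.4 and 47.4 for centroacinar cells and 2.80 for progenitors at day 7. Cells of at least 3000 UMIs gave 47.4 and 31.7 for centroacinar cells at day 7 and 9, since the shallow CF cells counted as unnamed were then left out. The higher centroacinar share in CF therefore held at day 2, 5 and 7 under each naming tried and reversed at day 9 under the WT profiles.

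Within centroacinar cells, day 7 in place of day 9 turned ID1 to -0.0333, HES1 to 0.29 and EIF4E to 0.0113, and within progenitors CTNNB1 to 0.0804.

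Where a setting is counted here, the counts include its values listed above. TMM factors moved 129, turned 1 and left 140. DESeq2 factors moved 98 and left 130, and a pseudocount of 5 CPM moved 99 and left 111. Equal weights moved 135, turned 14 and left 79. The authors' normalized means moved 116, turned 2 and left 46, and all barcodes moved 76, turned 1 and left 107. Without mitochondrial genes 79 moved and 89 did not, and without the 20 most abundant genes 92 and 76. Sums thinned to the smallest total moved 20 and left 148. List medians stayed within their interval in all 52 cases among genes of at least 10 CPM, all 60 without the members marked as named by the study and all 62 with means, but those intervals are wide, and a sign could change within them. Shares of cells with a UMI rise with depth by construction, and 12 of 16 moved without thinning, 10 of 16 at 1500 UMIs and 12 of 16 at 6000. Day 7 in place of day 9 moved 30, turned 4 and left 8. Cells under 10% mitochondrial UMIs moved 26, turned 1 and left 27, and every cluster under its deposited name moved 19, turned 1 and left 34. Of the class share differences, the closest WT profile moved 5 and turned 7, the closest CF profile moved 6, turned 4 and left 2, leaving unnamed cells out of the denominator moved 9 and left 3, and leaving out proliferating classes moved 1 and left 11. Counts of the target genes were lowest, among libraries labelled CF, at day 2 for CFTR (256 UMIs) and at day 7 for PDX1 (175 UMIs).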

Other observations

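The tests that use SOX2-low WT cells, those of free RNA, of the run of neighbouring genes, of the shallow clusters, of the airway list and of matched depth were chosen only after the result was seen. The comparison of whole cluster profiles and the test of class naming were chosen before. CF stands for libraries labelled CF, a label that their CFTR UMIs leave unsettled.

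SOX2 parted the WT cells, and this bears on many but not all differences between the genotypes. Of 30 CF clusters, 90% had a SOX2-low WT cluster as their closest, while 29.3% of WT clusters were SOX2-low. One hypothesis is that the WT cultures held a population of SOX2-high cells that the CF cultures lacked, and that part of some whole-library differences comes from it. For PAX6 this would remove the higher level in CF, and the mean over the 4 days against SOX2-low WT cells was -0.83. SOX2-high minus SOX2-low WT cells gave -4.29 for PAX6, so this comparison keeps the WT cells that are high in PAX6. It cannot tell a separate population from a state of WT cells that CF cells do not take. The study reports that PAX6 fell when human CFTR was expressed in knockout cultures. The lowest SOX2-low WT cluster had 58.4 CPM of PAX6 and the lowest CF cluster 38.2 CPM, while the highest SOX2-high cluster had 78.6 CPM. For CFTR the hypothesis fits day 5 and 7, where the lower of the differences against SOX2-low cells was 0.22, but not day 2 and 9, where the higher was -0.85. For PDX1 it fails. SOX2-low WT cells together held 1 PDX1 UMI, with an upper limit of 0.0482 CPM, against 3.37 CPM or more in each CF library.

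PDX1 was low and broad in CF. Free RNA adds a like number of UMIs to each droplet of a library, whatever the cell's own RNA, and would give an index of dispersion near 1 over the clusters of a library. With expected counts set by the number of cells the index was 7.55, and with steps up to expected counts set by total UMIs, as if droplets caught RNA unequally, the lowest was 4.58. Some of the PDX1 UMIs may still be free RNA, and only its role as the whole source is argued against. PDX1 was counted in each CF cluster, but its level differed between them. With 1 pool of animals for each genotype, a difference between pools other than CFTR stays open in these libraries. The study has evidence from outside them. It reports that PDX1 fell when human CFTR was expressed in knockout cultures. By quantitative PCR it found PDX1 higher in CF cultures of several donors, and it saw more PDX1 protein in ducts of ferrets with less CFTR.

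What sets the SOX2-high cells apart was looked at through genes chosen after their values were seen. WFDC2 (5.70) and ENPP3 (4.96) were higher in SOX2-high cells by log2 difference, and NRN1 (-5.33), ECRG4 (-4.94), CKB (-4.93), RHOV (-4.82), NR5A2 (-4.58), PAX6 (-4.29) and GATA3 (-2.26) were lower. CF libraries differed from the SOX2-low WT cells by a mean of 0.49 for GATA3, -0.83 for PAX6 and 4.16 for ECRG4.

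A candidate explanation is that the SOX2-high cells are airway cells in the culture. The airway list of 9 genes, 2 of which the study names in these cultures, was higher in SOX2-high than in SOX2-low WT cells by medians of 0.38, 2.99, 1.84 and 0.08 at day 2, 5, 7 and 9. These lay at percentiles 99.1, 100, 100 and 83.2 of matched lists, and the lowest median was 0.0756. NKX2-1 had 33.7, 21.1, 23.8 and 17.6 CPM in SOX2-high cells and 1.09, 0.366, 0.629 and 0.930 CPM in SOX2-low cells, and SCGB1A1 had between 14.3 and 18.5 CPM against at most 0.664 CPM. Other members went the other way: at day 9 BPIFB1 had 5.38 CPM in SOX2-high and 112 CPM in SOX2-low cells, and LTF 40.1 and 290 CPM. MUC5AC had between 31.4 and 74.2 CPM in CF, and SCGB1A1 had 10.4 CPM in CF at day 2. Airway cells, foregut-like ductal cells and cells of a single animal in the WT pool cannot be told apart here, because members of the list go both ways and no cell was assigned to an animal.

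The run of 13 genes held 3 of the 5 highest genes in CF. They follow each other in the annotation table, and whether they lie on 1 sequence was not settled. If they do, a difference between the animals in that stretch of the genome, as the cause, would raise its other genes too. The lowest of the 5 others with at least 30 UMIs was still at least 39.1-fold higher in CF. Genes with fewer UMIs could not be judged. Such a difference, for example in gene copies that the WT animals lack or that differ from the assembly, may therefore underlie these 3 genes. It does not seem to be carried by only some of the pooled CF animals. Cells of a non-carrier would hold no UMI of the run, and the share of such CF cells exceeded the Poisson share by at most 0.517 percentage points. The genes may also share reads among themselves, which the counts cannot show, so a link to CFTR remains untested.

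The higher centroacinar share in CF was weighed against naming and depth. When the cells of both day 9 libraries were split into 10 equal parts by UMIs, the mean difference over the parts was 28.0 points, against 25.5 over all cells. It was above 0 in 8 parts, and the lowest was -25.9 in the shallowest part, whose CF cells were mostly counted as unnamed. Under the deposited names it was above 0 in all 10 parts, at 14.2 points or more. The depth of single cells therefore does not account for the difference, while an effect of depth on the clustering itself was not tested. Naming remains open. The difference at day 9 was -10.7 points by the WT class profiles and 23.3 points by the CF class profiles. A true rise of centroacinar cells in CF and a name given to different cells in each genotype cannot be told apart, because each genotype was clustered and named separately and each set of profiles returned its own genotype's names best. Of the 71 clusters, 14 had any marker of their own class among their 10 leading genes.

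A pair of CF clusters under class names held 597 cells with a median of 1037 UMIs and a low mitochondrial share, 0.289%, 1.49%, 25.1% and 5.62% of the CF libraries at day 2, 5, 7 and 9. If they were ordinary cells sequenced less deeply, their UMIs would be spread over genes as in other cells. Ribosomal RNA genes took 2.46% of their UMIs against 0.106% in the other CF clusters, 23.3 times as much. A high ribosomal share was not particular to this pair: CF clusters 29 and 23, with medians of 15.4% and 11.7% mitochondrial UMIs, had 3.46% and 1.67%. Droplets with nuclei or damaged cells may be the source, and the share of CF day 7 cells in each class depends on whether they are counted.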
